A study of Homo sapiens with 6 samples. Its data were reported in "Abrogation of aberrant glycolytic interactions eliminates senescent cells and alleviates aging-related dysfunctions" (2025).

How the data were processed

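Gene expression was measured on 6 one-colour microarrays, 3 from control cultures and 3 from cultures treated with Nutlin 3b. The cells were IMR90, a line of human lung fibroblasts, made senescent by ectopic expression of oncogenic Ras. Cultures received 40 µM Nutlin 3b or its solvent DMSO for 48 h. The treatment protocol and the methods of the study state µM, while the source name in the labels states 40 mM, and µM is used here. The study describes the replicates of this experiment as biological. Nutlin 3b is an isomer of Nutlin 3a, and the study used it to block the binding of PGAM1, a glycolytic enzyme, to Chk1, a checkpoint kinase.

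Per the file headers, the authors read SurePrint G3 human arrays with Agilent Feature Extraction 11.0.1.1. The deposited scanner files hold intensities, among them a background-subtracted signal of each spot, with no scaling between arrays. The authors' value table holds the same intensity for 23144 probes, and 100.0% of its values lay within 0.001 log2 of the scanner signal. All 23144 of these probes were well above background on every array, as were 23241 probes of the array in total. The scale of that table was therefore known, and it was neither centred nor scaled. Its column medians were 193, 226 and 219 in controls and 363, 343 and 324 with Nutlin 3b. The sources used here do not state the normalization behind the gene counts of the study. The files hold 0 columns that belong to no sample.

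The array carried 58201 probes apart from controls, of which 57901 had 1 spot and 300 had 10 spots. Spots of a probe were averaged on the log2 scale, without spots marked as non-uniform or as population outliers. Each array's log2 signal was centred on its 75th percentile. Probes were kept where they were well above background on all 3 arrays of at least 1 group and had a value on all 6 arrays, which left 25849. A value was missing on some array for 218 probes of the array. Probes were given gene symbols through their RefSeq accessions, read without version, in the table of assembly GRCh38.p14. This matched 31104 probes to 22439 symbols, and 27097 probes had no match. The array was designed on another genome build, so no coordinates are given. Each gene was represented by its brightest kept probe, which gave 14738 genes. Among 3838 genes with more than 1 kept probe, 98 had probes called in opposite directions, and none of these 98 is named as changed below.

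Groups were compared with lmFit and eBayes in limma 3.58.1 under R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Changes of at least 2-fold were counted in addition. These p-values measure the spread between these samples. Fixed lists of genes, 36 in all, were tested with camera at a preset correlation of 0.01 and adjusted over the 36 lists. This test sets a list against all other genes. Camera with an estimated correlation was run beside it, as was fry, which asks whether a list moves and does not compare it with other genes. With an estimated correlation camera rests on 4 residual degrees of freedom, so it has little power here. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

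A gene above background in 1 group alone has only a bound. Its fold is given as at least the difference between the bright group and a detection level of the dim arrays. That level is the lowest signal of any spot called well above background on an array, or the gene's own signal where higher. Some probes that were not well above background read above the lowest such spot. These bounds are therefore approximate, and folds given as at least a value may be overstated. Lists, tests and the rule for naming genes were fixed before the data were examined. The rule took the 8 genes with the largest rise and the 8 with the largest fall past the threshold, without overlap between groups and above background on all 6 arrays, leaving out symbols of uncharacterised loci. It added a fixed set of genes central to the study, and up to 4 members of each list with the smallest p in each direction. The text names 125 of the genes this rule gives, a choice made after their values were seen, and any other gene named was also chosen then. Results of some genes that the rule gives are not reported here.

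The number of arrays limits the precision. All arrays lay on 1 slide and were scanned together. The 3 control arrays and Nutlin 3b 1 lay in its upper row, and Nutlin 3b 2 and 3 in the lower row. Log2 differences between replicates of a group had SDs of 0.234 to 0.489. The method was tested on simulated data with 14738 genes, of which 200 were changed. There limma recovered 79% of the 100 genes changed 2-fold and 97% of the 100 changed 4-fold, and 3.30% of its calls were false. The local pooled error test named by the study recovered 69% and 100%, and 34.0% of its calls were false. An ordinary unpaired test recovered 39% and 78%, and 9.30% of its calls were false. Each test was scored at an adjusted p below 0.05 with no fold threshold, and simulated genes took their SDs from these arrays. The study added a 2-fold threshold, and the real data had 9772 called genes. These false shares therefore do not carry over to the real data or to the calls of the study.

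Alternatives were quantile normalization, median scaling, centring on reference genes, the authors' unscaled table, other filters on dim probes, the mean of all probes of a gene, a trended robust prior, the replicate number as a block, the slide row as a block, the comparison within the upper slide row, leaving out each array, the tests named in the study's methods, and probes in place of genes. Scaling to the E1A spike-in probes was added after the data were seen. The planned background correction with normexp on the mean signal was not run, since the files hold no such column, and the median signal was used in its place.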

Results

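Total RNA of Ras-induced senescent IMR90 fibroblasts was profiled after 48 h with 40 µM Nutlin 3b or solvent, with 3 arrays per group. Between 46.1% and 47.0% of spots were well above background on control arrays and between 47.3% and 48.0% on Nutlin 3b arrays, and 0 spots were saturated. The 75th percentile of the signal was 145, 172 and 166 on the control arrays and 260, 244 and 232 on the Nutlin 3b arrays. Across the 14738 genes tested, which are not independent replicates, control arrays correlated at r = 0.992 to 0.996, Nutlin 3b arrays at 0.988 to 0.997, and arrays of different groups at 0.926 to 0.941. Values below are log2 changes of Nutlin 3b over control ± SE, n = 3 arrays per group, after centring each array on its 75th percentile.

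The question was which transcripts Nutlin 3b changes in senescent cells (SnCs). The largest falls among genes measured on all arrays were in the globin pseudogene HBBP1 (-6.74 ± 0.13), the antisense transcript RIPOR3-AS1 (-6.45 ± 0.19), the natriuretic peptide receptor NPR3 (-6.12 ± 0.18), IRAG1 (-6.01 ± 0.14), the fetal globin HBG1 (-5.98 ± 0.23), the steroid dehydrogenase HSD17B2 (-5.83 ± 0.09), the protocadherin PCDH18 (-5.72 ± 0.20) and the decoy receptor TNFRSF11B (-5.70 ± 0.13). Globin genes are similar in sequence, and their probes may share targets. Genes with the largest rises included the thioredoxin inhibitor TXNIP (4.30 ± 0.68), CRYM (4.21 ± 0.19), FOLR3 (3.94 ± 0.20), the sterol sensor INSIG1 (3.73 ± 0.17), the cytokine CSF2 (3.72 ± 0.11), SYT7 (3.54 ± 0.15) and INSYN2A (3.48 ± 0.19). TXNIP had an SD of 1.53 among Nutlin 3b arrays, and stood at 5.18 without Nutlin 3b 1 and at 2.54 with the slide row as a block or within the upper slide row. In all, Nutlin 3b raised 6718 genes and lowered 3054, and 1556 of these rose and 1397 fell at least 2-fold. The groups did not overlap for 10645 genes, 72.2% of those tested, where chance gives 10%.

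The median gene stood at 0.25, and the number of genes in each direction moved with the scaling. Of all calls, 68.7% were rises. This share was 59.8% after quantile normalization, 80.8% after median scaling and 90.2% in the authors' unscaled table, and 49.98% without a filter on dim probes. The median gene moved to 0.12, 0.52, 0.82 and -0.04 under the same settings. With the slide row as a block 4075 genes rose and 2328 fell, and within the upper slide row 3651 rose and 2253 fell.

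**Figure D1:**
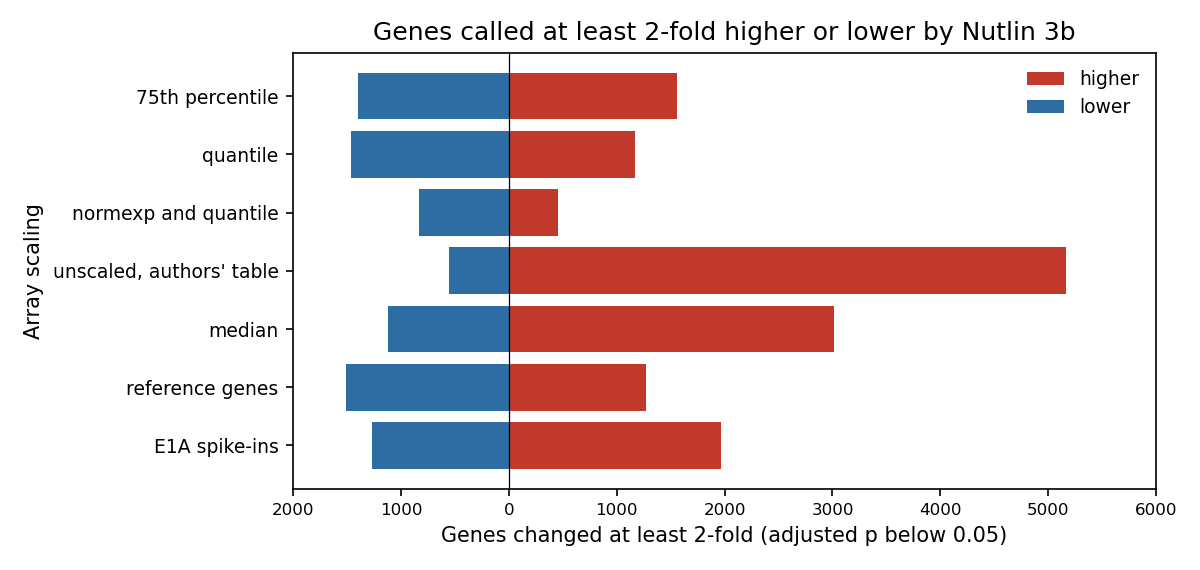
Number of genes changed at least 2-fold with adjusted p below 0.05 (x axis, genes) under 7 scalings of the 6 arrays (y axis), with rises in red and falls in blue. At the 75th percentile 1556 genes rose and 1397 fell, and with no scaling of the authors' values 5163 rose and 552 fell.

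FOXM1, a transcription factor of the G2/M program on which the study centres, was downregulated 7.53-fold. Its log2 level fell by 2.91 ± 0.18 (adjusted p = 1.43e-05), from 1.35 ± 0.29 (SD, n = 3) to -1.56 ± 0.27. Under the other scalings its change ranged from -2.99 to -1.78. FOXM1 had the lowest value of the 27 measured FOX genes. FOXF1 fell by 1.03 ± 0.11, while FOXN2 rose by 1.01 ± 0.13 and FOXK2 by 0.74 ± 0.11 on its brightest probe, where the dimmest of its probes did not pass. Of the 27 genes 10 rose, 6 fell and 11 did not pass, with 10 and 6 adjusted over the list alone. The family was not shifted against other genes (median 0.15, mean 0.01, test direction downward, adjusted p = 0.855).

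Genes of mitosis fell together. The spindle protein NUSAP1 (-4.34 ± 0.13), the ubiquitin conjugase UBE2C (-4.09 ± 0.13) and the mitotic activator CDC20 (-4.03 ± 0.12) fell, and PIMREG fell at least 10.4-fold. The kinetochore gene KNSTRN rose by 0.59 ± 0.12, a call lost with the slide row as a block and after quantile normalization. Of 81 measured FOXM1 and G2/M genes, 74 fell, 1 rose and 6 did not pass, with 74 and 1 adjusted over the list alone. Their median was -3.16, or -3.14 with 12 genes at their bound. The list stood apart from other genes at the preset correlation (camera, adjusted p = 1.53e-33) but not with an estimated correlation (adjusted p = 0.498). None of the 36 lists passed with an estimated correlation. Of the 150 genes with the lowest change by fitted values, 25 (16.7%) were on this list, against 81 of the 14738 tested (Fisher's exact test, two-sided, p = 6.32e-31, with genes that are not independent replicates). For 74 of the 150 only a bound is known, and the count was 27 with such genes ranked at their bound and 30 among genes well above background on all 6 arrays, both chosen after seeing the data.

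The study names 10 FOXM1 targets in its account of these cells. Whether it chose them on these samples is not stated, so their direction is not taken as independent evidence. Survivin, encoded by BIRC5, fell by 4.64 ± 0.18, the topoisomerase TOP2A by 4.52 ± 0.27, the cyclin CCNB2 by 4.19 ± 0.15 and CEP55 by 3.96 ± 0.14. The exonuclease EXO1 fell by 2.72 ± 0.17, BRCA1 by 0.91 ± 0.11 and the cyclin CCND1 by 0.56 ± 0.12. The call of CCND1 was lost under median scaling (-0.30, adjusted p = 0.0859) and in the authors' unscaled table (-0.0038, adjusted p = 0.980). The repair gene XRCC1 did not pass at -0.02 ± 0.10 (adjusted p = 0.870), and its sign turned under 3 scalings, to 0.54 in the authors' unscaled table, while it passed as lower after quantile normalization without and with background correction (-0.36 and -0.38). Of the 10 genes 9 fell and 0 rose, also adjusted over the list alone (median -3.34, adjusted p = 4.72e-07, and adjusted p = 0.498 with an estimated correlation).

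**Figure D2:**
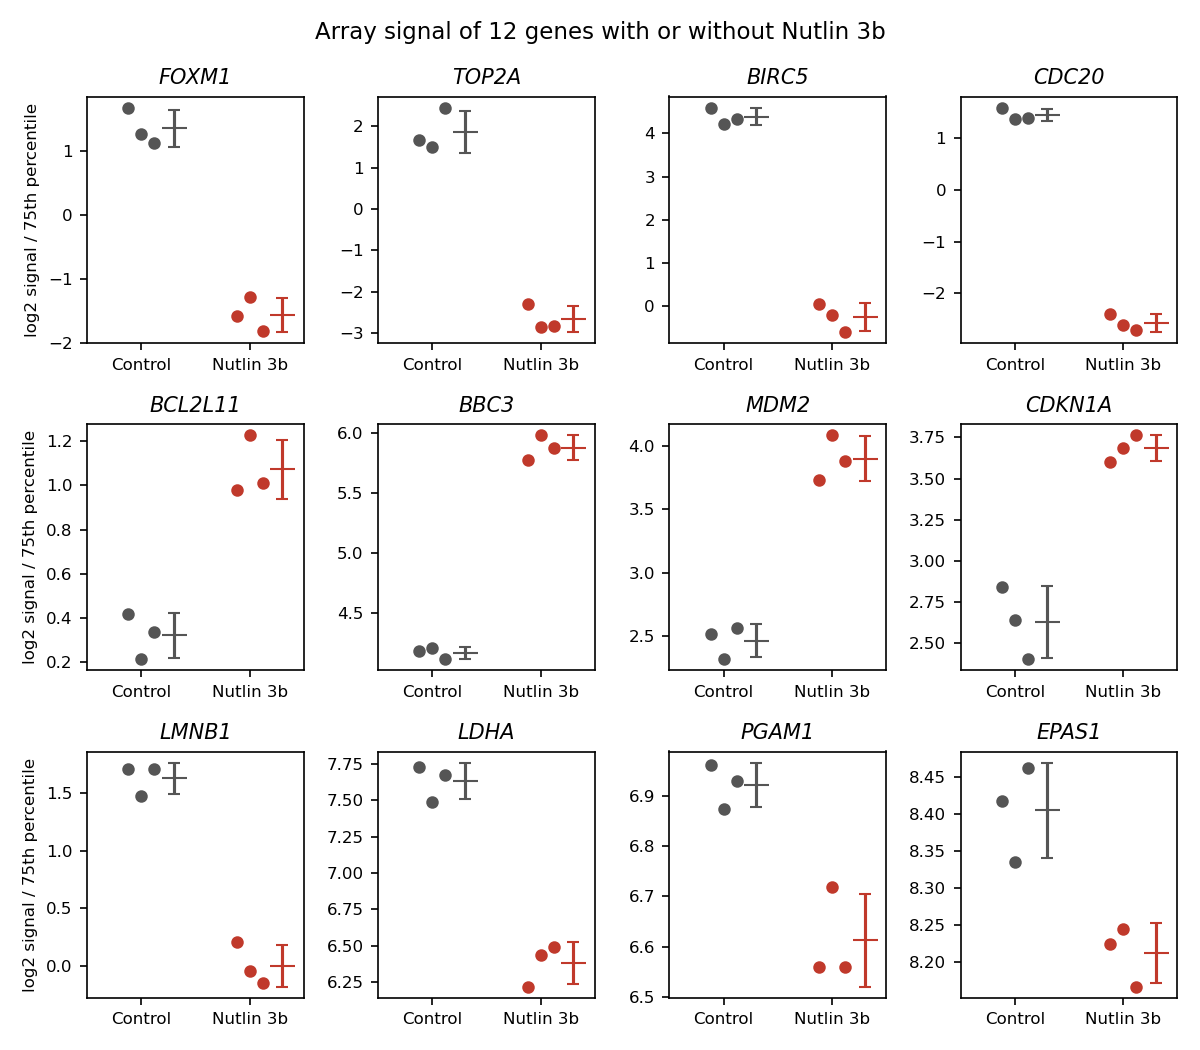
Signal of 12 genes on each array (y axis, log2 signal relative to the array's 75th percentile, with its own range in each panel), with 3 control arrays in grey and 3 Nutlin 3b arrays in red, and a dash and bar for the mean ± SD. FOXM1 lies lower and BCL2L11 and BBC3 lie higher on every Nutlin 3b array than on every control array.

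DNA replication genes changed less uniformly. Thymidine kinase TK1 fell by 4.45 ± 0.14, the reductase subunit RRM2 by 3.50 ± 0.16 and the histone chaperone ASF1B by 2.96 ± 0.11, and MCM10 fell at least 5.87-fold. The repressor E2F7 rose by 2.27 ± 0.11 and WDHD1 by 1.01 ± 0.12. Of 53 measured G1/S genes 29 fell, 11 rose and 13 did not pass, with 30 and 11 adjusted over the list alone (adjusted p = 2.78e-06, and adjusted p = 0.567 with an estimated correlation). Their median of -0.49 turned to 0.16 in the authors' unscaled table. Of 33 replication-dependent histone genes, whose similar sequences may share probes, 31 fell and 0 rose, also adjusted over the list alone, among them H1-1 (-3.59 ± 0.14) and H1-2 (-2.21 ± 0.11). Their median was -0.77 (adjusted p = 8.56e-14, and adjusted p = 0.498 with an estimated correlation).

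DNA repair genes went both ways. RAD54L fell by 2.67 ± 0.12, the kinase gene CHEK1, which encodes Chk1, by 0.87 ± 0.12, and POLQ at least 10.7-fold, while RAD50 rose by 1.39 ± 0.13. MSH3 rose by 0.93 ± 0.09 on its brightest probe, but the mean of its probes stood at -0.021. Of 70 measured repair genes 31 rose, 20 fell and 19 did not pass, with 32 and 20 adjusted over the list alone. The list was not shifted (adjusted p = 0.539), with a median of 0.21, a mean of -0.09 and a test direction downward, and its median changed sign under 2 of 6 other scalings.

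The study related the death of SnCs to BIM, encoded by BCL2L11. The brightest BCL2L11 probe rose by 0.75 ± 0.11, or 1.68-fold (adjusted p = 7.23e-04), from 0.32 ± 0.10 (SD, n = 3) to 1.07 ± 0.14. The other 2 probes, on another transcript, gave -0.11 ± 0.14 and -0.04 ± 0.12, and the mean of all probes did not pass (0.20, adjusted p = 0.149). BBC3 (PUMA) rose by 1.70 ± 0.10 and HRK at least 5.04-fold, and BIK fell by 1.00 ± 0.16. BAK1 rose by 0.37 ± 0.10 and BAX by 0.34 ± 0.08. Both calls were lost with the slide row as a block, which uses fewer arrays for the contrast and gave 0.25 and 0.35. BAX was also lost after quantile normalization without and with background correction (0.085 and 0.12), and BAK1 with it (0.21). Of 11 pro-apoptotic BCL2 genes 6 rose, 1 fell and 4 did not pass, also adjusted over the list alone, and the family was not shifted against other genes (median 0.34, adjusted p = 0.300). It passed without a filter on dim probes (adjusted p = 0.0409).

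Of 10 anti-apoptotic genes 9 rose and 1 fell, also adjusted over the list alone, with BIRC3 at 2.37 ± 0.11, BCL2 at 2.22 ± 0.12 and BIRC5 at -4.64 ± 0.18. The list stood above other genes (median 0.79, adjusted p = 0.0362, and adjusted p = 0.567 with an estimated correlation), but not in the authors' unscaled table (adjusted p = 0.343), under median scaling (0.124), scaled to the spike-ins (0.0785), with the mean of all probes (0.0529) or without Nutlin 3b 1 (0.0507). Targets of p53 were raised. MDM2 rose by 1.43 ± 0.12, CDKN1A (p21) by 1.05 ± 0.13, the kinase PLK3 by 1.72 ± 0.12 and the nuclease AEN by 1.11 ± 0.08, while PLK2 fell by 1.46 ± 0.14 and DRAM1 by 1.02 ± 0.10. Of 39 measured targets 28 rose, 3 fell and 8 did not pass, also adjusted over the list alone (median 0.81, adjusted p = 0.00675, and adjusted p = 0.620 with an estimated correlation).

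Glycolytic genes moved in opposite directions. Lactate dehydrogenase LDHA fell by 1.25 ± 0.12, the aldolase ALDOC by 1.29 ± 0.10 and PGAM2 by 0.78 ± 0.09, and the hexokinases HK1 and HK2 rose by 1.25 ± 0.10 and 0.96 ± 0.09. PGAM1 (-0.31 ± 0.09, adjusted p = 0.0201), PGK1 (-0.34 ± 0.10, adjusted p = 0.0211) and ENO1 (-0.34 ± 0.13, adjusted p = 0.0485) passed on their brightest probes, and their signs turned in the authors' unscaled table, to 0.25, 0.18 and 0.21. A dimmer PGAM1 probe gave -0.68 ± 0.11 (adjusted p = 0.00201 over probes). None of the 3 passed under median scaling (adjusted p = 0.763, 0.641 and 0.636) or scaled to the spike-ins (0.152, 0.120 and 0.0942), ENO1 did not without a filter on dim probes (0.0672), and PGAM2 did not in the authors' unscaled table (0.156). The replicate number as a block lost all 3 (adjusted p = 0.0799, 0.0691 and 0.0961). The slide row as a block lost PGAM1 (-0.36, adjusted p = 0.0885) and ENO1 (-0.47, adjusted p = 0.0843), with fewer arrays for the contrast and changes no smaller. Within the upper slide row, with a lone Nutlin 3b array, the 3 genes stood at -0.36, -0.48 and -0.47. Without Nutlin 3b 1 none of the 3 passed (adjusted p = 0.0750, 0.0829 and 0.153), nor without control 1 (0.0692, 0.0725 and 0.158) or Nutlin 3b 3 (0.0752, 0.0510 and 0.0784). ENO1 was also lost without control 2 (0.103) and Nutlin 3b 2 (0.0708). Of 23 measured genes 8 rose, 9 fell and 6 did not pass, with 8 and 10 adjusted over the list alone. The list was not shifted against other genes (adjusted p = 0.255), and its median of -0.04 changed sign under 3 of 6 other scalings.

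Pentose phosphate and nucleotide synthesis genes mostly rose. The folate enzyme MTHFD2 rose by 1.83 ± 0.11 and PRPS1 by 1.01 ± 0.09. Of 24 genes 18 rose, 1 fell and 5 did not pass, also adjusted over the list alone (median 0.59, adjusted p = 0.00941, and adjusted p = 0.620 with an estimated correlation). The call was lost in the authors' unscaled table (adjusted p = 0.0943) and with background correction (0.0618). The transcript of EPAS1, which encodes HIF-2α, did not pass (-0.19 ± 0.09, adjusted p = 0.0873), and turned to 0.36 in the authors' unscaled table and 0.069 under median scaling. It passed as lower after quantile normalization (adjusted p = 0.0309), centred on reference genes (0.0137) and with a trended robust prior, and as higher in the authors' unscaled table (0.0187). HIF1A did not pass on its brightest probe (0.20 ± 0.11, adjusted p = 0.146), and a dimmer probe gave 1.15 ± 0.41 (adjusted p = 0.0466 over probes). It turned to -0.083 and -0.12 under quantile normalization without and with background correction, and passed as higher without control 3 (adjusted p = 0.0436), with the mean of its probes (0.0415), under median scaling (0.0219) and in the authors' unscaled table (4.50e-04). Among HIF targets the carbonic anhydrase CA9 fell at least 21.0-fold and adrenomedullin ADM by 1.69 ± 0.11, and BHLHE40 rose by 2.95 ± 0.10. Of 33 targets 18 rose, 9 fell and 6 did not pass, with 20 and 9 adjusted over the list alone (median 0.47, adjusted p = 0.632).

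HRAS rose by 0.70 ± 0.13, a call lost within the upper slide row. The study made these cells senescent with an introduced H-Ras G12V. Whether the HRAS probe tells it from the cells' own HRAS was not tested. In the RAS-ERK response HBEGF rose by 2.65 ± 0.10 and the feedback inhibitor SPRY2 by 2.26 ± 0.11, and SPRY1 fell by 3.68 ± 0.10 and the phosphatase DUSP4 by 1.24 ± 0.11. Of 24 such genes 16 rose, 5 fell and 3 did not pass, also adjusted over the list alone (median 0.67, adjusted p = 0.196), and the list passed without a filter on dim probes (adjusted p = 0.00694). HCAR1, which encodes the lactate receptor GPR81, had 1 probe, which was well above background on 0 arrays. The study measured GPR81 mRNA by RT-PCR and reported it as higher in SnCs than in controls. The dim probe therefore does not show that the transcript is absent.

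Senescence markers were not shifted as a list against other genes. The study reports p16, encoded by CDKN2A, as rising and lamin B1 as falling in senescence. A test of a single direction could therefore not show such a pattern. Directional fry is also such a test and does not compare a list with other genes. In it the list moved upward (adjusted p = 0.00247). It passed as well for leukocyte (adjusted p = 0.0111), epithelial (0.00490) and endothelial markers (0.00622). The list's median of 0.18 lay below the 0.25 of all genes. The fry result is therefore not read as a change in senescence. The chromatin proteins HMGA2 and HMGA1 rose by 1.88 ± 0.09 and 1.61 ± 0.11, and lamin B1, encoded by LMNB1, fell by 1.63 ± 0.13. CDKN2A rose by 0.42 ± 0.09 on its brightest probe and by 0.51 ± 0.09 on a probe for another of its transcripts. The call was lost with the slide row as a block and after quantile normalization without and with background correction (0.13 and 0.15). Of 14 markers 6 rose, 2 fell and 6 did not pass, with 6 and 1 adjusted over the list alone (adjusted p = 0.704), and their median of 0.18 changed sign under 2 of 6 other scalings. The senescence-associated secretory phenotype (SASP) was split. CSF2 rose by 3.72 ± 0.11 and the protease MMP3 by 1.64 ± 0.08, and TNFRSF11B fell by 5.70 ± 0.13 and the plasminogen activator PLAT by 5.48 ± 0.12. The brightest IL6 probe did not pass (0.09 ± 0.11, adjusted p = 0.531), and a dimmer probe gave 0.90 ± 0.17. IL6 passed as higher after quantile normalization without and with background correction (0.29 and 0.26), with the mean of its probes (0.50) and in the authors' unscaled table (0.64). Of 47 SASP genes 15 rose, 22 fell and 10 did not pass, with 16 and 22 adjusted over the list alone. The list lay below other genes (adjusted p = 0.00453, and adjusted p = 0.567 with an estimated correlation), but its median of -0.17 turned to 0.47 in the authors' unscaled table and 0.095 under median scaling, and the call was lost without a filter on dim probes (adjusted p = 0.231).

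Among NF-kB targets TRAF1 rose by 2.92 ± 0.10, the chemokine CXCL1 fell by 0.82 ± 0.08 and the adhesion molecule VCAM1 fell by 3.00 ± 0.35. The call of CXCL1 was lost in the authors' unscaled table (adjusted p = 0.0736). Of 20 targets 10 rose, 2 fell and 8 did not pass, also adjusted over the list alone (median 0.38, adjusted p = 0.406), and the list passed without a filter on dim probes (adjusted p = 0.0409). Among interferon response genes HERC5 rose at least 4.15-fold and RSAD2 at least 1.98-fold, while CXCL10 fell by 3.90 ± 0.22 and USP18 by 1.77 ± 0.15. Of 23 such genes 13 rose, 7 fell and 3 did not pass, also adjusted over the list alone (median 0.86, mean 0.44, adjusted p = 0.937). The test direction of the Interferon response list was upward but turned in 7 of 19 other settings, and its median was 0.039 with probes well above background on all 6 arrays and 0.41 with the slide row as a block.

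Genes of the fibroblast matrix fell. The collagens COL5A2 and COL1A2 fell by 4.32 ± 0.16 and 3.82 ± 0.11, and COL3A1 fell at least 46.2-fold. COL6A1 rose by 0.27 ± 0.10 (adjusted p = 0.0393) but did not pass on leaving out any single array, with adjusted p = 0.0555 without Nutlin 3b 3 and 0.0909 without control 2 at the extremes, nor when centred on reference genes (0.0615). Of 22 matrix genes 18 fell, 1 rose and 3 did not pass, with 18 and 2 adjusted over the list alone (median -1.47, adjusted p = 5.11e-09, and adjusted p = 0.567 with an estimated correlation). Among myofibroblast and TGF-β response genes LMOD1 of smooth muscle fell at least 26.4-fold and the actin-binding TAGLN by 2.21 ± 0.09, and LTBP2 rose by 1.21 ± 0.13. Of 18 such genes 11 fell, 5 rose and 2 did not pass, also adjusted over the list alone (adjusted p = 0.00287, and adjusted p = 0.567 with an estimated correlation). Their median of -0.56 turned to 0.096 in the authors' unscaled table, and the call was lost without a filter on dim probes (adjusted p = 0.0654).

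**Figure D3:**
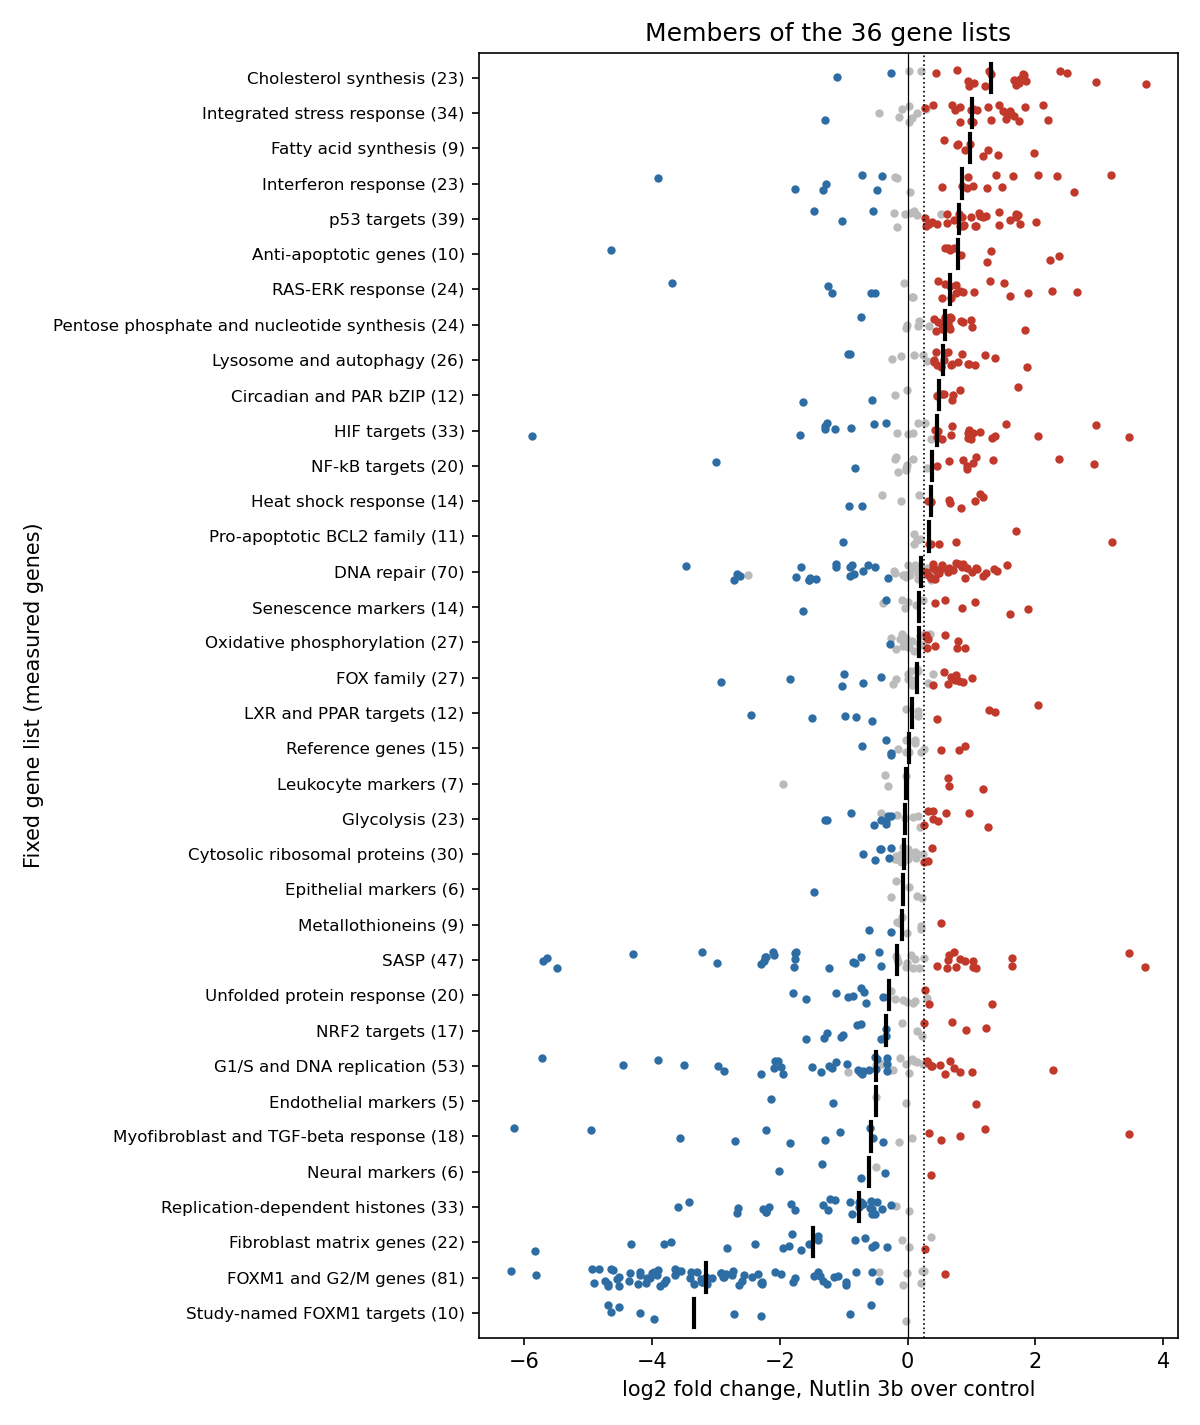
Fitted log2 change of Nutlin 3b over control (x axis) for each measured member of the 36 gene lists (y axis, number of members in brackets), with rises in red, falls in blue and genes that did not pass in grey, and genes with only a bound at their fitted value. The black bar is the list's median and the dotted line the median of all genes at 0.25, and cholesterol synthesis lies highest at 1.30.

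Lipid synthesis genes rose. The sterol sensor INSIG1 rose by 3.73 ± 0.17 and the sterol regulator SREBF2 by 1.83 ± 0.09, while TM7SF2 fell 2.14-fold. PMVK passed at -0.26 ± 0.09 but stood at 0.30 in the authors' unscaled table, and it was lost scaled to the spike-ins (adjusted p = 0.182) and without control 1 (adjusted p = 0.120), control 2 (0.107), Nutlin 3b 1 (0.126) or Nutlin 3b 3 (0.0713). Of 23 cholesterol synthesis genes 19 rose, 2 fell and 2 did not pass (median 1.30, adjusted p = 3.51e-04, and adjusted p = 0.567 with an estimated correlation). Fatty acid synthesis genes rose in 9 of 9 cases, including the desaturases SCD (1.98 ± 0.11) and FADS1 (1.41 ± 0.11) (median 0.98, adjusted p = 0.00382, and adjusted p = 0.567 with an estimated correlation), and the call was lost in the authors' unscaled table (adjusted p = 0.0520). Both counts were the same adjusted over the list alone. Of 12 LXR and PPAR targets 4 rose and 5 fell, with 4 and 5 adjusted over the list alone (median 0.07, mean -0.07, test direction downward, adjusted p = 0.539).

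Stress and degradation genes moved in part. Asparagine synthetase ASNS rose by 2.20 ± 0.15 and STC2 fell by 1.29 ± 0.12, and 25 of 34 integrated stress response genes rose and 1 fell, also adjusted over the list alone (median 1.01, adjusted p = 0.00140, and adjusted p = 0.620 with an estimated correlation). The lysosomal protease CTSL rose by 1.87 ± 0.16 and the autophagy gene MAP1LC3B by 1.37 ± 0.12, and GABARAPL1 fell by 0.93 ± 0.09 and TFEB by 0.90 ± 0.14 on its brightest probe, a call lost in the authors' unscaled table and not shared by a dimmer probe (-0.20 ± 0.12). Of 26 lysosome and autophagy genes 19 rose and 2 fell, with 21 and 2 adjusted over the list alone (median 0.55, adjusted p = 0.0362, and adjusted p = 0.620 with an estimated correlation). Lysosome and autophagy genes did not pass as a list after quantile normalization without and with background correction (adjusted p = 0.171 and 0.137), in the authors' unscaled table (0.134), under median scaling (0.0593) or without Nutlin 3b 3 (0.0541). Of 20 unfolded protein response genes 9 fell and 3 rose, also adjusted over the list alone (adjusted p = 0.00675, and adjusted p = 0.620 with an estimated correlation). The chaperone HSPA5 fell by 1.60 ± 0.17 and SDF2L1 by 1.79 ± 0.15, and EDEM1 rose by 1.33 ± 0.24, a call lost within the upper slide row. The antioxidant gene NQO1 fell by 1.59 ± 0.17 and AKR1C1, which has close paralogs, by 1.26 ± 0.16, and GCLC rose by 0.92 ± 0.12 and SRXN1 by 0.70 ± 0.11. Of 17 NRF2 targets 10 fell and 4 rose, also adjusted over the list alone (adjusted p = 0.0320, and adjusted p = 0.620 with an estimated correlation), and the call was lost without Nutlin 3b 3 (adjusted p = 0.0541). The medians of the last 2 lists, -0.29 and -0.34, turned to 0.21 and 0.22 in the authors' unscaled table, and both calls were lost without a filter on dim probes (adjusted p = 0.124 and 0.404).

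Of 30 cytosolic ribosomal protein genes 6 fell and 3 rose, with 4 and 1 adjusted over the list alone (adjusted p = 0.0484, and adjusted p = 0.821 with an estimated correlation). Their median of -0.05 changed sign under 5 of 6 other scalings, and the call was lost without control 1 (adjusted p = 0.124), Nutlin 3b 1 (0.113) or Nutlin 3b 2 (0.0541). It was also lost in the authors' unscaled table (adjusted p = 1.00), under median scaling (0.589), scaled to the spike-ins (0.237), without a filter on dim probes (0.453) and with the mean of all probes (0.327). Heat shock genes rose in 8 and fell in 2 of 14 cases, with 8 and 3 adjusted over the list alone (median 0.37, adjusted p = 0.604). Circadian genes rose in 7 and fell in 2 of 12, with 7 and 2 adjusted over the list alone (median 0.50, adjusted p = 0.632). Oxidative phosphorylation genes rose in 9 and fell in 1 of 27, with 6 and 0 adjusted over the list alone (median 0.18, adjusted p = 0.776, with a test direction that turned in 4 of 19 other settings). Metallothioneins rose in 1 and fell in 2 of 9, with 1 and 1 adjusted over the list alone (median -0.09, adjusted p = 0.418). Of 15 reference genes 3 rose and 4 fell, with 3 and 3 adjusted over the list alone (median 0.03, mean 0.08, test direction downward, adjusted p = 0.556). The medians of oxidative phosphorylation, metallothionein, reference and LXR and PPAR genes changed sign under 2 or 3 of 6 other scalings.

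Some markers of other cell types were measured. The keratin KRT19 fell by 1.47 ± 0.10, the only change among 6 of 13 epithelial markers measured (median -0.08, adjusted p = 0.280). Among 5 of 10 endothelial markers VWF rose by 1.08 ± 0.13 on its brightest probe, though a dimmer probe did not pass (0.21 ± 0.23), and 2 fell, TEK by 2.13 ± 0.15 (median -0.49, adjusted p = 0.171). Among 7 of 13 leukocyte markers 3 rose, with CSF1R at 1.18 ± 0.10, and 0 fell (median -0.03, adjusted p = 0.937, with a test direction that turned in 5 of 19 other settings). Among 6 of 10 neural markers 4 fell, including SNAP25 (-2.01 ± 0.16) and NEFM (-1.34 ± 0.09) (median -0.61, adjusted p = 0.0231, and adjusted p = 0.498 with an estimated correlation), a call lost without a filter on dim probes (adjusted p = 0.108). TUBB3 rose by 0.37 ± 0.11 but was lost without Nutlin 3b 3 (adjusted p = 0.0666), with the slide row as a block, and after quantile normalization without and with background correction (0.051 and 0.038). Counts of these 4 lists were the same adjusted over the list alone, and the epithelial and leukocyte medians changed sign under 3 and 5 of 6 other scalings.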

Values the study reported

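The study reported, in its methods, 1168 genes downregulated over 2-fold by Nutlin 3b in senescent cells, a number that its results text gives as 168. Of the 150 genes it found most downregulated, by more than 8.1-fold, it counted 37 (24.6%) as FOXM1 targets. Among ChIP datasets, those with FOXM1 as the antigen had the highest enrichment score, 9.19. It examined 24 genes of the FOX family on these arrays, and FOXM1 was the most strongly lowered.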

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

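All tests in this part were chosen after the result was seen. The E1A spike-ins, control RNA that enters only the alternative scaling to them, were brighter on the Nutlin 3b arrays by 0.46 log2. Among probes with no gene symbol, which the comparisons also leave out, 433 were at least 2-fold higher and 513 at least 2-fold lower with Nutlin 3b.

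The Nutlin 3b arrays were brighter by 0.61 log2 at the 75th percentile. A candidate explanation is unequal labelling, hybridisation or scanning, which would raise the spike-ins as well. They were higher by 0.46 ± 0.11 (SE), within 2 SE of the difference at the 75th percentile, as this explanation needs. More mRNA in the same amount of total RNA stays open. After scaling to the spike-ins the median gene was 0.35 higher, which unequal changes of genes would also give, so these cannot be told apart.

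FOXM1 and G2/M genes fell in cells described as senescent. The tables argue against array scaling as the source, since their median was -2.30 or lower under 5 other scalings, and it was -1.50 with a background correction that shrinks folds. A fall in the share of cells still cycling may account for it in place of less RNA per cycling cell. G1/S genes had a median of -0.49, but resting cells also express many of them, so these cannot be told apart in bulk RNA. An effect of the treatment on transcription was not tested apart from these. The study reports apoptosis of senescent cells under this treatment. A changed mix of surviving cells was not tested as a source of this fall or of the other changes.

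HBBP1 and HBG1 of the β-globin locus fell by 6.74 and 5.98. HBD and HBE1, also lower, were well above background on 2 and 0 Nutlin 3b arrays, and HBB on 1 control array and 0 Nutlin 3b arrays, so it was not tested. The arrays argue against red blood cell RNA in the control samples as a candidate source. Of 5 probes of HBA2, ALAS2 and AHSP, abundant in such cells, 0 were well above background on all control arrays. Gamma-globin transcripts binding the HBBP1 probe would let HBBP1 fall by no more than HBG1. HBBP1 stood at -0.76 ± 0.17 (SE) against HBG1, but at 1.26 after a background correction and quantile normalization, so this cannot be decided. Sharing of targets among globin probes stays open, and no biological explanation was tested.

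The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. All splits except the real one mix arrays of both groups. Their medians therefore still hold part of the treatment difference, and the mixing widens the spread within each side. A list with a clear shift is largest in the real split by this design, so the other values do not show what chance alone gives. The real split changed 9772 genes by limma, 2953 of them at least 2-fold, and 1 of 10 splits gave as many. The highest other split gave 0 for both. The real medians, in size, and those of the highest other split were 3.16 and 1.24 for G2/M genes, 0.34 and 0.17 for the pro-apoptotic family, 0.81 and 0.31 for p53 targets and 0.47 and 0.26 for HIF targets, with 1 of 10 splits as large. For glycolysis they were 0.04 and 0.11, with 4 of 10 splits as large.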

How the results depend on the processing

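Scaling to the E1A spike-ins and the normexp correction of the median signals were chosen after seeing the data. FOXM1 fell and the G2/M list lay below other genes under every alternative that gave a value, except that the G2/M call was lost with an estimated correlation (adjusted p = 0.498), as was that of p53 targets (adjusted p = 0.620). Of 121 named genes that passed, 103 kept their direction and their side of the threshold in all settings run. The signal over background limits dim genes, for which only bounds can be given. Where a cause is not given below, the cause was not tested.

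The authors' unscaled table gave 10449 genes higher and 1130 lower, and 5163 and 552 at least 2-fold, since the Nutlin 3b arrays were brighter and nothing removed this. There PGAM1 stood at 0.25, EPAS1 at 0.36, PGK1 at 0.18, ENO1 at 0.21, XRCC1 at 0.54 and PMVK at 0.30, against negative values in the report. For lists, a reversed result means that the direction of the list test turned, and the value is the median. These were the interferon response (1.103), reference genes (0.59) and leukocyte markers (0.73). Median scaling gave 3015 genes at least 2-fold higher and reversed EPAS1 (0.069), XRCC1 (0.24), PMVK (0.0022) and the interferon response (1.12). Quantile normalization reversed HIF1A (-0.083), the FOX family (0.21), senescence markers (-0.13), oxidative phosphorylation (-0.11), cytosolic ribosomal proteins (0.096) and leukocyte markers (0.21). Normexp with quantile normalization gave 459 genes at least 2-fold higher and 834 lower, and its offset of 50 shrinks folds by construction. Oxidative phosphorylation (-0.064) reversed there, as did HIF1A (-0.12), cytosolic ribosomal proteins (0.11) and leukocyte markers (0.030). Centring on reference genes reversed oxidative phosphorylation (0.099). Scaling to the spike-ins reversed XRCC1 (0.078).

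Without a filter on dim probes 6619 genes were lower, and the pro-apoptotic family passed (median 0.34, adjusted p = 0.0409). DNA repair (0.18) and reference genes (0.030) reversed there. With probes above background on all 6 arrays the FOX family (0.24), the interferon response (0.039) and leukocyte markers (0.17) reversed. With the mean of all probes BCL2L11 did not pass (0.20), as this mean takes in dimmer probes with smaller changes, and MSH3 reversed (-0.021). Probes in place of genes gave 5178 lower, and 2436 higher and 2305 lower at least 2-fold, with more features tested.

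With the replicate number as a block (replicate block), 5983 genes were higher and 2814 lower, and FOXM1 stood at -2.91. The numbers showed no pairing, with correlations of 0.02, -0.07 and -0.12 between arrays of the same number. This block lost PGAM1, PGK1, ENO1, BAX, PMVK, COL6A1 and the ribosomal list. The slide row as a block gave 4075 genes higher, and the comparison within the upper row, with a lone Nutlin 3b array assumed to vary like the controls, gave 3651 higher. Both use fewer arrays for the contrast. Both lost BAK1, BAX, CDKN2A, KNSTRN, PGAM1, ENO1, COL6A1, PMVK and TUBB3, and the comparison within the upper row also lost HRAS, PGK1 and EDEM1. In both, IL6 stood at -0.097 and the interferon response reversed (0.41).

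On leaving out each array, 5858 to 6635 genes were higher and 2676 to 3159 lower, with 1343 to 1828 and 1371 to 1452 at least 2-fold. FOXM1 ranged from -3.05 to -2.75, BCL2L11 from 0.68 to 0.80, and the medians of FOXM1 and G2/M genes from -3.21 to -3.03, of p53 targets from 0.71 to 0.84, of HIF targets from 0.36 to 0.51, of the pro-apoptotic BCL2 family from 0.30 to 0.36 and of glycolysis from -0.11 to 0.035. Reversed were XRCC1 without control 1 (0.050) or Nutlin 3b 3 (0.013), with a range of -0.074 to 0.050, and leukocyte markers without control 2 (0.14), with a range of -0.23 to 0.14. The FOX family reversed without control 3 (0.21), with a range of 0.100 to 0.21, and oxidative phosphorylation without Nutlin 3b 2 (0.064), with a range of 0.064 to 0.20. The interferon response reversed without Nutlin 3b 2 (0.64) or Nutlin 3b 3 (0.87), with a range of 0.59 to 0.87.

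The fry test does not compare a list with other genes. In it the pro-apoptotic family (adjusted p = 0.00221) and HIF targets (adjusted p = 0.0387) moved on balance. Both also changed in either direction (adjusted p = 3.21e-05 and 5.78e-06), as did glycolysis (adjusted p = 1.38e-05). Fry in either direction passed as well for reference genes (adjusted p = 1.44e-04) and cytosolic ribosomal proteins (adjusted p = 4.19e-04). It therefore does not set the named lists apart.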

Other observations

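All tests in this part were chosen after the data were seen. Genes were grouped by the letters that open their symbol, and the 103 groups with at least 15 tested genes were set against all other genes by camera. Collagens (COL) fell in 21 and rose in 2 of 29 cases, with a median of -1.65 (adjusted p = 8.25e-10), and share genes with the matrix list. Mitochondrial ribosomal proteins rose in 35 of 47 cases in the large subunit (MRPL, median 0.47, adjusted p = 0.0151) and in 23 of 29 in the small subunit (MRPS, median 0.58, adjusted p = 0.0151), and 0 fell. Translation initiation factors (EIF) rose in 40 and fell in 3 of 53 cases (adjusted p = 0.0151). Nucleoporins (NUP) rose in 18 of 21 cases (adjusted p = 0.0275), vacuolar sorting proteins (VPS) in 25 of 38 (adjusted p = 0.0275) and proteasome subunits (PSMD) in 14 of 15 (adjusted p = 0.0423). DHX helicases rose in 13 of 15 cases (adjusted p = 0.0423). Scaling all genes alike moves a group's median and that of all genes by the same amount. Camera calls can still change with it, as those of the anti-apoptotic list did. Calls of these groups under other scalings are not reported here. After quantile normalization the median of MRPL was 0.20 against 0.12 for all genes, where it had been 0.47 against 0.25. Long non-coding loci (LINC) rose in 61 and fell in 78 of 274 cases (median -0.06, adjusted p = 0.00565), and keratin-associated proteins (KRTAP) rose in 4 and fell in 12 of 28 (median -0.22, adjusted p = 0.0423). The LINC median turned to 0.021 after quantile normalization, 0.0013 with background correction and 0.50 in the authors' unscaled table. It stood at 0.20 under median scaling, 0.035 scaled to the spike-ins and -0.14 centred on reference genes. That of KRTAP turned to 0.36 in the authors' unscaled table and 0.043 under median scaling, and stayed negative otherwise. None of the 103 groups passed with an estimated correlation (lowest adjusted p = 0.942), a test with little power here.

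Some genes were above background in 1 group alone, and their bounds are approximate and may be too high. Of called genes, 229 were well above background on all control arrays and on 0 Nutlin 3b arrays, and 149 the reverse. INMT fell at least 258-fold, FGL2 at least 221-fold, RGS18 at least 117-fold and the prohormone convertase PCSK2 at least 70.7-fold. PNLIPRP3 rose at least 39.9-fold, SPINK1 at least 18.5-fold and the proton pump subunit ATP6V0D2 at least 17.3-fold. Among globin genes HBD stood at -4.54, and HBE1 was well above background on 3 control arrays and 0 Nutlin 3b arrays.

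With a local pooled error p below 0.05 and a change of at least 2-fold, 1394 genes fell and 1539 rose. In the authors' values these counts were 558 and 5165 without scaling, and 1175 and 839 after quantile normalization. The least fold among the 150 genes with the lowest change by fitted values was 15.1, but for 74 of these only a bound is known. It was 12.1 with such genes ranked at their bound and 7.32 among genes well above background on all 6 arrays. In the authors' values, all well above background, it was 7.55 after quantile normalization and 4.89 without scaling.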
